A study of Mus musculus with 30 samples. Its data were reported in "H3K9 methyltransferases and demethylases control lung tumor-propagating cells and lung cancer progression" (2018).

How the data were processed

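H3K27ac chromatin immunoprecipitation and sequencing was done by the authors in 2 mouse lung adenocarcinoma cell lines, CK1750 and Tnm2, each with DMSO or with 1 µM UNC0638. Samples were grouped by cell line, treatment and mark as the sample labels give them. According to the study's methods, reads were mapped to mouse build 38 (mm10) with bowtie2, and peaks were called with MACS 1.4.2 at a P value cutoff of 1e-05 and otherwise default settings. The labels assign the samples of a group to 1 merged list, from which pooling before peak calling was inferred. Which libraries entered a list is not stated. Whether input DNA served as the control is not stated.

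The deposited lists give each peak's chromosome, start, end and score. The score is -10 log10 of the peak's P value as the authors' caller gave it, so the cutoff corresponds to a score of 50. A score grows with sequencing depth and with the choice of control, and 3100 was the value at which scores piled up (558, 371, 169 and 10 peaks in the lists of CK1750 with DMSO and UNC0638 and Tnm2 with DMSO and UNC0638). Scores were therefore used to describe, rank and filter peaks within a list, not as a signal to be compared between lists. Because a list ends at a cutoff, a weak peak can be present in one list and absent from another through a small change in signal or depth. Read totals are not part of the lists, so depth was unknown and no correction for it was made. The authors' quantitative comparison of treated and untreated cells, which needs reads, was not repeated.

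Peak positions were given as 1-based coordinates. They were checked against the chromosome lengths of the GRCm38 reference, and 0 peaks ended beyond the end of any of 21 chromosomes. Genes and TSSs came from the GENCODE release M 21 annotation (55450 genes, 77198 TSS positions).

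Peaks were called shared when they overlapped by at least 1 bp. Shares were given with Wilson 95% intervals, which cover counting error only. Regions of the joined lists were the merged intervals of all 4 lists. The overlap of changes between lines was set beside 1000 shuffles within classes of region width. Promoter peaks overlapped a window of 1 kb on each side of a TSS. For named genes the window was 2.5 kb, and for the gene list 50 kb around the gene, with 10000 random lists of protein-coding genes matched on the number of DMSO peaks. No p-value between conditions was computed, since each group has 1 list.

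The genes named in the text were fixed before the data were examined. They were 10 genes that the study linked to G9a inhibition or depletion (Ly6a, Mmp10, Mmp13, Ctse, Anxa10, Mcpt2, Mcpt4, Mcpt8, Wnt7a and Lcp1), and 6 others (Cd24a, Ehmt2, Ehmt1, Kdm3a, Phf8 and Gapdh). The named peaks were, by a rule fixed at the same time, the 3 with the highest scores per line and direction with no peak of the other treatment within 1 kb, and the 3 regions changed in both lines with the highest lower score. Part of these are described. The alternatives fixed beforehand were a score of at least 100, a reciprocal overlap of 50%, any peak within 1 kb, equal numbers of the highest-scoring peaks, main chromosomes only, merged neighbours, and wider windows.

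Near-identical copies were sought by aligning each DMSO peak to the genome with minimap2 2.31. A copy was an alignment elsewhere that covered at least 80% of the peak at 95% identity or more. The block of chromosome 6 was delimited after the lost peaks had been seen. Runs of adjacent lost peaks were set beside 1000 shuffles of lost and kept peaks within score deciles. The overlap script was tested on simulated lists, in which 3000 of 3000 lost and 1200 of 1200 gained peaks were recovered. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.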

Results

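The series holds 30 samples of mouse lung adenocarcinoma cells in 12 groups. CK1750 and Tnm2, the 2 cell lines, were grown with the solvent DMSO or with 1 µM UNC0638, an inhibitor of the histone methyltransferases G9a and Glp. G9a and Glp add methyl groups to lysine 9 of histone H3. Chromatin was immunoprecipitated for H3K9me2, the mark these enzymes make, or for acetylated lysine 27 of histone H3 (H3K27ac), a mark of active promoters and enhancers, and input DNA was sequenced as well. The 9 H3K27ac samples in 4 groups are the subject here. The H3K9me2 and input DNA samples (21 samples in 8 groups) were not analysed here.

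The 9 H3K27ac samples were 3 of CK1750 with DMSO, 2 of CK1750 with UNC0638, 2 of Tnm2 with DMSO and 2 of Tnm2 with UNC0638. The CK1750 DMSO samples carried 2 replicate numbers, since 1 of them is a second sequencing run, and both CK1750 UNC0638 samples carried the same replicate number. The labels assign the samples of a group to 1 merged list of peaks. Each list was therefore taken to come from the authors' pooled libraries, although which libraries entered it is not stated. The paper states more biological replicates for its ChIP-seq experiments than the labels give replicate numbers in any group, and this difference was not resolved. No spread between replicates exists for any value below, and no difference between groups could be tested. The sequencing depth of the lists is unknown, since a peak list carries no read totals. The intervals given with shares are Wilson 95% intervals and cover counting error only. The score of a peak is the value given by the authors' peak caller and ranks peaks within a list.

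The first question was how much of the genome carried H3K27ac peaks with and without inhibition of G9a/Glp. CK1750 had 27367 peaks with DMSO and 24601 with UNC0638, a change of -10.1%. Tnm2 had 30641 peaks with DMSO and 18794 with UNC0638, a change of -38.7%. With only peaks at a score of at least 100, the numbers were 17245 and 16747 in CK1750, and 19199 and 10914 in Tnm2. The covered length moved in opposite directions in the lines, from 28.5 to 31.6 Mb in CK1750 and from 31.8 to 22.9 Mb in Tnm2. In CK1750, 2122 UNC0638 peaks each overlapped several DMSO peaks, and 739 DMSO peaks each overlapped several UNC0638 peaks. In Tnm2 the numbers were 1237 and 947. Part of the fall in peak number therefore reflects several DMSO peaks lying under a single UNC0638 peak. Median peak width was larger with UNC0638 in both lines, 835 against 1048 bp in CK1750 and 831 against 1040.5 bp in Tnm2.

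**Figure D1:**
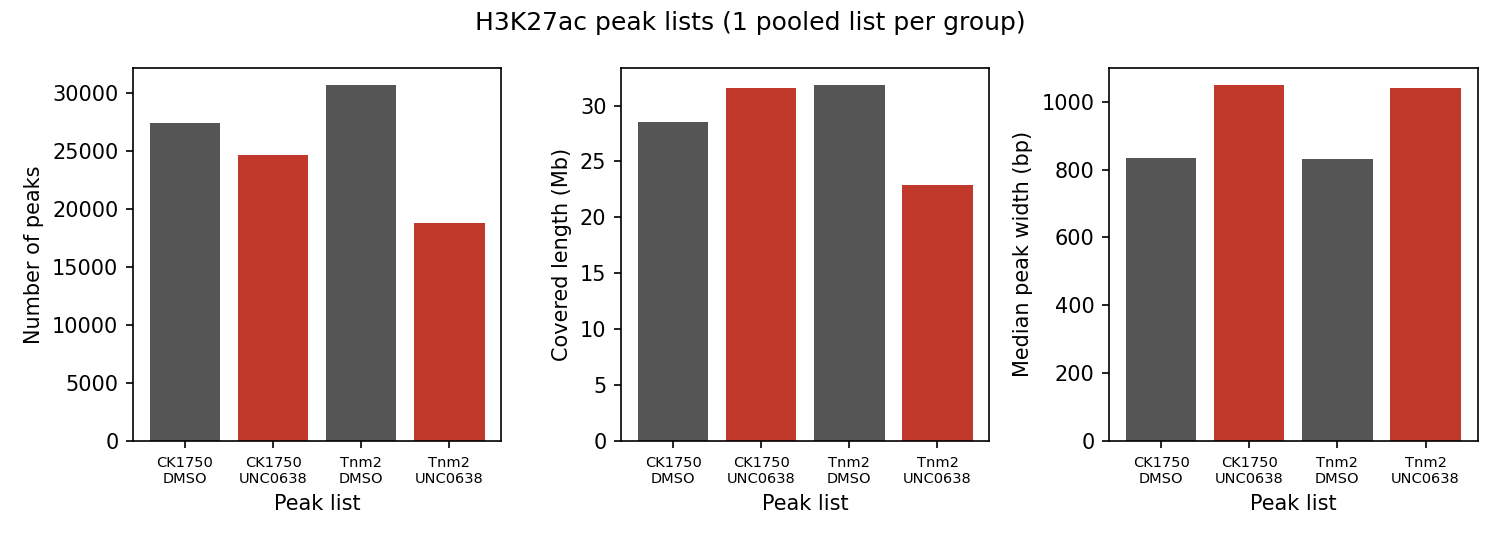
Number of peaks, covered length in Mb and median peak width in bp (bars, y axes) of the 4 H3K27ac lists (x axis), 1 pooled list per group and therefore without error bars. Peak number is lower with UNC0638 in both lines, 24601 against 27367 and 18794 against 30641, while the covered length rises in CK1750 and falls in Tnm2.

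Peaks were then compared between treatments within a line, to ask which regions lost or gained the mark. A DMSO peak was called lost when no UNC0638 peak of the same line overlapped it by at least 1 bp, and a gained peak was defined the other way around. In CK1750, 5965 of 27367 DMSO peaks were lost (21.8%, interval 21.3 to 22.3%) and 4828 of 24601 UNC0638 peaks were gained (19.6%, interval 19.1 to 20.1%). In Tnm2, 13211 of 30641 DMSO peaks were lost (43.1%, interval 42.6 to 43.7%) and 1656 of 18794 UNC0638 peaks were gained (8.81%, interval 8.41 to 9.23%). Lost peaks made up 55.3% of the 10793 changed peaks in CK1750 and 88.9% of the 14867 changed peaks in Tnm2. The CK1750 share changed side under a stricter score: with peaks of at least 100 in both lists it was 47.4%. With equal numbers of the highest-scoring peaks it was 43.4%. In Tnm2 the same equal-number comparison moved the share most, to 52.5%. With equal numbers, lost and gained peaks can differ only where several peaks of one list overlap a single peak of the other. These equal-number shares therefore say little about direction.

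Lost peaks were weak peaks of their list. In CK1750 the median DMSO score was 64.1 for lost peaks and 232 for shared peaks, and in Tnm2 it was 77.2 and 294. Among DMSO peaks with a score from 50 to 100, 50.1% were lost in CK1750 (interval 49.2 to 51.1%) and 79.4% in Tnm2 (interval 78.6 to 80.1%). From 100 to 200, the lost shares were 14.2% and 47.4%. From 200 to 500 they were 1.96% and 10.2%. At 500 or more, 6 of 6400 CK1750 peaks (0.094%) and 13 of 5522 Tnm2 peaks (0.235%) were lost. Gained peaks had the same profile in CK1750, at 49.9% of UNC0638 peaks from 50 to 100 and 0 of 6189 at 500 or more, which allows a share of up to 0.062%. In Tnm2, gained peaks were 19.97% of UNC0638 peaks from 50 to 100 and 1.59% from 100 to 200.

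**Figure D2:**
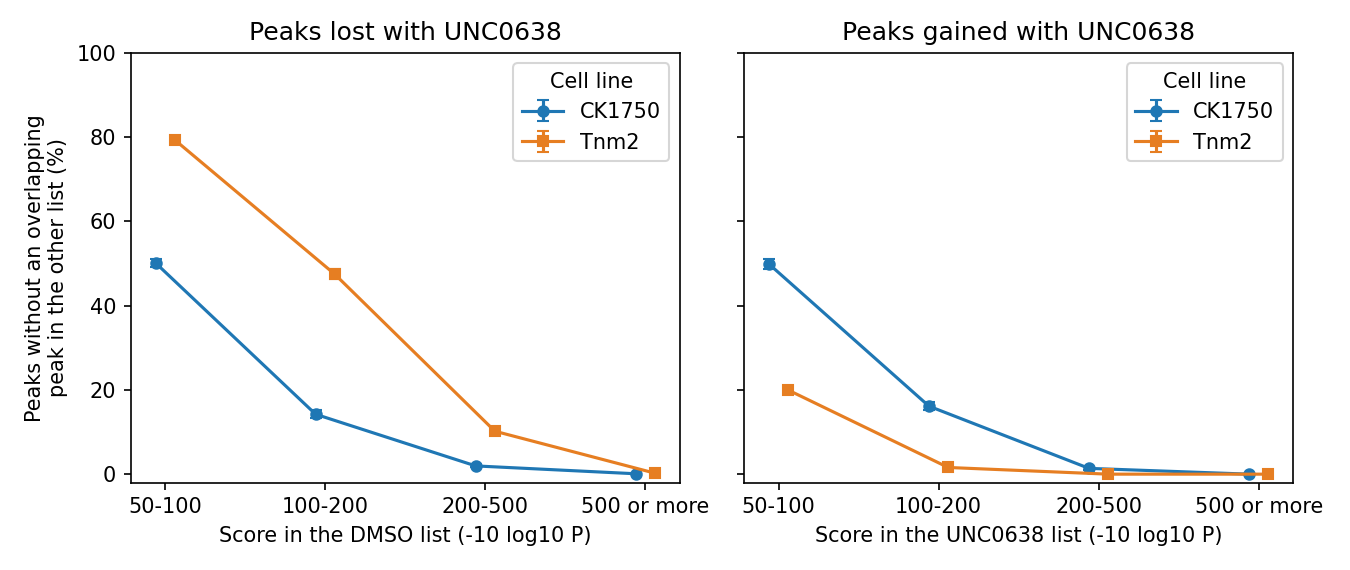
Share of DMSO peaks lost (left) and of UNC0638 peaks gained (right), in percent, by peak score in the peak's own list (x axis, -10 log10 P), for CK1750 (circles) and Tnm2 (squares), with Wilson 95% intervals. The lost share in Tnm2 falls from 79.4% in the lowest score class to 0.235% in the highest.

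The highest-scoring changed peaks, taken among those with no peak of the other treatment within 1 kb, were located on mm10. In CK1750 the top gained peak lay on chromosome 5 at 17556063 to 17558416 (score 461.63), between genes, 15.9 kb from the nearest transcription start site (TSS), that of Sema3c. The next lay in introns of Slc25a24 (chromosome 3, 109155444 to 109157299, score 332.88) and Actn1 (chromosome 12, 80244177 to 80246209, score 330.18). The CK1750 lost peaks with the highest scores lay between genes on chromosome 6 at 47752472 to 47754719 (score 738.28) and at 47771635 to 47773428 (score 734.64). The second of these sequences had 15 near-identical alignments elsewhere in the genome, so the origin of its reads is uncertain. The third lay on chromosome 7 (19671675 to 19673442, score 605.31), centred in introns of Apoc2 and Gm44805 and 0.478 kb from a TSS of Apoc2, within the promoter window used here. In Tnm2 the top gained peak was in an intron of St3gal4 (chromosome 9, 35094376 to 35095791, score 179.88). The top lost Tnm2 peak was 10891 bp wide (chromosome 11, 3138167 to 3149057, score 1133.33). It was centred in an intron of Sfi1 and covered a TSS of the antisense gene Gm11399. The next lost peak was centred in an intron of Ahcyl2 and covered a TSS of that gene (chromosome 6, 29768439 to 29769556, score 606.04). The third was in an intron of E130114P18Rik (chromosome 4, 97751209 to 97752877, score 598.52), 4.51 kb from the nearest TSS.

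**Figure D3:**
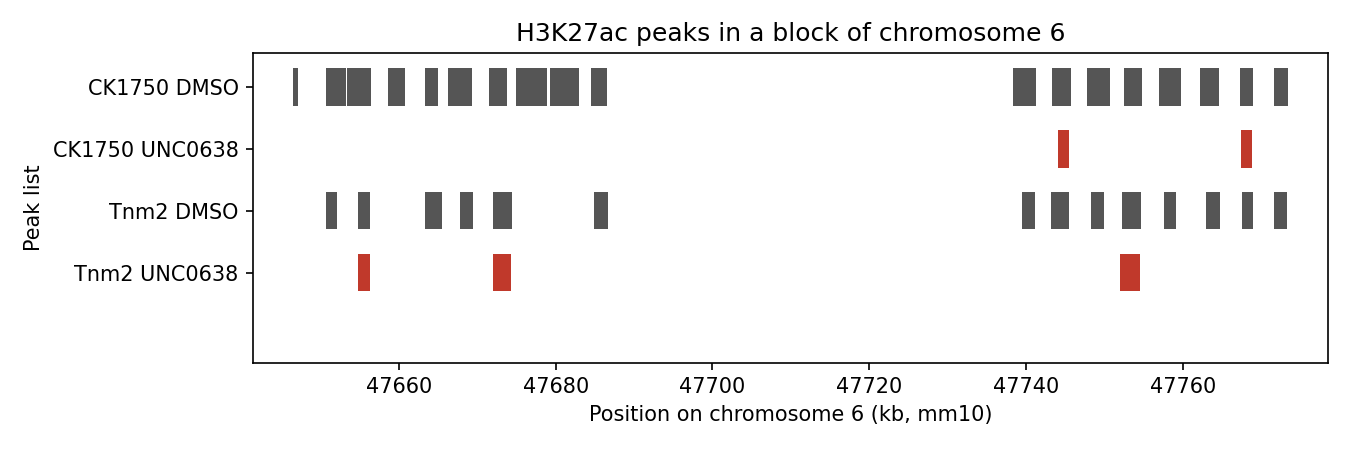
Peaks (boxes) of the 4 lists (rows) along a block of chromosome 6 that holds the highest-scoring lost peaks of CK1750, with position in kb on mm10 on the x axis. CK1750 has 18 peaks with DMSO and 2 with UNC0638, and Tnm2 has 14 and 3; most of the DMSO peaks have near-identical copies in the genome.

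To ask whether the lines changed at the same places, the lists were joined into 37698 regions, of which 12888 had a peak in all 4 lists. Of these regions, 1120 were lost in both lines and 175 were gained in both. Over all regions the odds ratio for joint loss was 0.479, and shuffles of one line's changes within classes of region width gave a mean of 2575 regions (1000 shuffles, 2472 to 2677). The odds ratio for joint gain was 0.949, with a shuffled mean of 278 regions. Most regions had peaks in part of the lists, and a region without a DMSO peak in a line cannot be lost there, nor one without an UNC0638 peak gained. Comparisons restricted to regions that could change in both lines were added after the data were seen. Among the 17811 regions with a DMSO peak in both lines, the odds ratio for joint loss was 8.22. There the shuffles gave a mean of 989 regions, and 0 of 1000 reached 1120. Among the 14126 regions with an UNC0638 peak in both lines, the odds ratio for joint gain was 9.79, with a shuffled mean of 96.1 regions, and 0 of 1000 shuffles reached 175. The shuffles kept region width but not peak score, and the odds ratios were adjusted for neither. In addition, 1089 regions were gained in CK1750 and lost in Tnm2, and 136 were lost in CK1750 and gained in Tnm2. The joint loss with the highest lower score lay in an intron of Slc25a37 (chromosome 14, 69269201 to 69270582, scores 302.15 in CK1750 and 324.68 in Tnm2). The corresponding joint gain lay between genes, 8.84 kb from the TSS of Ahcyl1 (chromosome 3, 107705398 to 107706561, scores 113.26 and 128.11).

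The difference between the lines was set beside that between treatments. With DMSO, 20146 CK1750 peaks overlapped a Tnm2 peak (73.6%, interval 73.1 to 74.1%), and 19949 Tnm2 peaks overlapped a CK1750 peak (65.1%, interval 64.6 to 65.6%). With UNC0638 the numbers were 15012 (61.0%, interval 60.4 to 61.6%) and 15521 (82.6%, interval 82.0 to 83.1%). Between treatments within a line, 78.2% of CK1750 DMSO peaks and 80.4% of CK1750 UNC0638 peaks were shared. In Tnm2 these shares were 56.9% and 91.2%. Measured as covered bases in both lists over covered bases in either (the Jaccard index), the treatments stood at 0.626 in CK1750 and 0.551 in Tnm2, and the lines at 0.518 with DMSO and 0.505 with UNC0638. Lists differing in both line and treatment stood at 0.547 (CK1750 UNC0638 with Tnm2 DMSO) and 0.488 (CK1750 DMSO with Tnm2 UNC0638). The value of 0.547 is close to that of the treatments in Tnm2, so line and treatment differences are not securely ordered there.

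The share of peaks at promoters was measured with a window of 1 kb on each side of annotated TSSs. In CK1750 it was 44.2% with DMSO (interval 43.6 to 44.8%) and 46.0% with UNC0638 (interval 45.4 to 46.6%). In Tnm2 it was 39.4% (interval 38.9 to 40.0%) and 48.9% (interval 48.2 to 49.7%). Lost peaks were at promoters in 17.4% of cases in CK1750 and 23.2% in Tnm2, and gained peaks in 15.2% and 15.9%. Shared DMSO peaks were at promoters in 51.6% and 51.7% of cases. Lost peaks were mostly weak, and among weak DMSO peaks the gap was smaller. At scores of 50 to 100, the lost and shared peaks stood at 16.0% and 26.4% in CK1750, and at 18.9% and 26.2% in Tnm2. At scores of 200 or more they stood at 15.3% and 68.6% in CK1750, and at 42.4% and 62.9% in Tnm2. The CK1750 value for lost peaks rests on 111 peaks (interval 9.79 to 23.2%), of which 63 had a near-identical copy in the genome. With a score of at least 100, the CK1750 shares were 57.7% with DMSO and 57.2% with UNC0638, which reversed their order.

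The study linked 10 genes to the inhibition or depletion of G9a, and their promoters were examined for H3K27ac peaks. Within 2.5 kb of a TSS, 1 of the 10 genes had a peak in CK1750 with DMSO, 1 in CK1750 with UNC0638, 1 in Tnm2 with DMSO and 3 in Tnm2 with UNC0638. With a score of at least 100 the last number was 0. The gene with a peak in every list was Ly6a, which encodes Sca-1 (chromosome 15, 74994877 to 74998031). In CK1750 its TSS windows held 2 peaks with each treatment, with a highest score of 2044.91 with DMSO and 1111.22 with UNC0638. In Tnm2 they held 3 peaks with DMSO (highest score 146.15) and 1 with UNC0638 (score 52.03). Scores were not compared between lists. The study reported that UNC0638 raised Sca-1 protein and mRNA, with a greater rise of the protein in lines with low Sca-1, among them TnM2. It also reported less H3K9me2 at the TSSs of Sca-1 and Mmp10 under inhibition. The lower number of Ly6a peaks in Tnm2 does not follow the reported rise. A peak number does not measure transcription, and the Tnm2 UNC0638 list had fewer peaks in total. The other genes with a peak in Tnm2 with UNC0638 were Mmp13 (chromosome 9, 7272514 to 7283331, score 51.28) and Anxa10 (chromosome 8, 62057042 to 62123150, score 62.27), both close to the calling cutoff of 50. Mmp10 (chromosome 9, 7502352 to 7510240) and Lcp1 (chromosome 14, 75131101 to 75230842) had 0 peaks within 50 kb in each list.

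Within 50 kb of the 10 genes, the mean change in peak number per gene was -0.6 in CK1750 and -1 in Tnm2. Among 10000 random lists of as many genes matched on the number of DMSO peaks, these values stood at percentiles 29.2 and 66.7, and 95% of the random lists lay between -1.1 and 0.4 in CK1750 and between -1.8 and -0.5 in Tnm2. The windows of Mcpt2, Mcpt4 and Mcpt8 overlapped one another. With equal numbers of the highest-scoring peaks the percentiles were 82.4 and 36.5, on the other side of the median in each line. The reference gene Gapdh (chromosome 6, 125161715 to 125166467) had 3 peaks near its TSSs in CK1750 with DMSO and 2 with UNC0638, and 4 and 1 in Tnm2. The promoters of Ehmt2 (G9a), Ehmt1 (Glp), Kdm3a, Phf8 and Cd24a had at least 1 peak in every list.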

Values the study reported

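The study reported that restoring human G9a in cells from G9a-depleted tumors lowered the expression of Sca-1 to 0.03-fold and of Mmp10 to 0.0008-fold. It called H3K27ac regions at a P value cutoff of 1E−5.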

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

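The comparison with the calling cutoff and the test of depth were chosen after the result was seen, as was the comparison of GC content between lost and gained peaks. The comparison of GC content with kept peaks was chosen before.

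Among 7 effects of UNC0638 compared between the lines, 2 had opposite directions in CK1750 and Tnm2. The count leaves out the median peak score, because scores were not compared between lists. That score changed by 17.5% in CK1750 and by -14.9% in Tnm2. The count also leaves out the median width change of peaks matched one to one between treatments, 103 bp in CK1750 and -59 bp in Tnm2. With 1 list per group these differences were not tested. The covered length changed by 10.7% in CK1750 and by -28.0% in Tnm2, while peak number was lower in both lines. Part of the lower number in CK1750 comes from several DMSO peaks overlapping a single UNC0638 peak. The number of target genes with a peak within 50 kb changed by -1 in CK1750 and by 1 in Tnm2. Within 10 kb and at scores of at least 100, the number was lower with UNC0638 in both lines, 5 against 4 in CK1750 and 6 against 2 in Tnm2. The change within 50 kb rests on peaks close to the cutoff: Anxa10 had a peak with a score of 53.68 in CK1750 with DMSO and none with UNC0638, and Mmp13 had a peak with a score of 51.28 in Tnm2 with UNC0638 and none with DMSO.

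The fall in covered length in Tnm2 goes with an excess of lost over gained peaks. The lost share fell with the DMSO score at each step, to 0.235% at scores of 500 or more. The CK1750 lost share fell likewise, from 50.1% to 0.094%, yet lost peaks made up 55.3% of changed peaks there. The fall thus cannot decide whether weak peaks crossing the calling cutoff account for the excess in Tnm2. Among Tnm2 peaks with scores of at least 100, 4131 were lost and 82 gained (98.1% lost). Of these lost peaks, 3469 scored under 200 with DMSO. The excess was therefore not confined to peaks scoring under 100 in their own list. Since scores were not compared between lists, this cannot decide how close these sites lay to the cutoff in the other list. For GC content bias between libraries, lost Tnm2 peaks at scores of 50 to 100 were first set against kept peaks. Their median GC content differed by -0.592 percentage points, and that of gained peaks by -1.77 from kept UNC0638 peaks. This decides little, since changed peaks were less often at promoters than kept ones in both directions (18.9% against 26.2% for lost, 15.7% against 36.4% for gained). Away from promoters, lost and gained Tnm2 peaks differed by -0.0825 points (95% bootstrap interval -0.444 to 0.360), which argues against a bias that separates them by over 2 points. Smaller biases stay open. Lower depth of the Tnm2 UNC0638 libraries and a genome-wide fall in acetylation cannot be told apart. Of the gained Tnm2 peaks, 95.05% had a score under 100, which both predict. Read totals would be needed to judge depth, and may not be enough to separate them. Other technical differences between the libraries were not tested. A true difference in the response of the lines stays open and untested.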

How the results depend on the processing

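No paired analysis was possible because each peak list pools the libraries of its group, so replicate numbers shared between groups carry no values of their own. For the same reason leaving out a replicate was not possible. Unknown depth limits each comparison of lists, most of all for peaks close to the cutoff. Of 102 alternative values for 28 results, 44 were the same by the criteria used, 48 moved and 10 reversed. Comparisons restricted to regions with a DMSO peak (for loss) or an UNC0638 peak (for gain) in both lines, lost and gained peaks after merging within 1 kb, and target genes within 10 kb at scores of at least 100 were added after seeing the data. The causes were not tested unless one is given.

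A score of at least 100 left 17245 and 19199 DMSO peaks in CK1750 and Tnm2 and 10914 UNC0638 peaks in Tnm2, by construction. Applied to both lists, it gave 2264 lost and 2513 gained peaks in CK1750 (47.4% lost, reversed) and 8411 lost and 321 gained in Tnm2 (96.3%). Applied to the counted peaks only, it gave 890 and 909 in CK1750 (49.5%, reversed) and 4131 and 82 in Tnm2 (98.1%). With a reciprocal overlap of 50%, 10199 peaks were lost and 7433 gained in CK1750 (57.8% lost), and in Tnm2 3887 were gained (80.2% lost). With any peak within 1 kb the lost shares were 57.1% and 90.3%, and after merging within 1 kb 57.9% and 87.8%. Equal numbers of the highest-scoring peaks gave a lost share of 43.4% in CK1750 (reversed), and 3857 lost and 3490 gained peaks in Tnm2 (52.5%). With equal numbers, lost and gained peaks can differ only where several peaks of one list overlap 1 peak of the other, so by construction this says little about direction. Tnm2 kept more lost than gained peaks under each of these alternatives. Restriction to the main chromosomes moved lost and gained numbers and peak numbers by at most 0.121%.

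The odds ratio for loss in both lines was 0.738 with scores of at least 100, 0.846 with equal numbers of peaks, and 8.22 (reversed) among regions with a DMSO peak in both lines. The reversal comes from the regions compared, since regions without a DMSO peak in a line cannot be lost there. The odds ratio for gain in both lines reversed to 1.09 with peaks within 1 kb merged, to 1.92 with scores of at least 100, and to 9.79 among regions with an UNC0638 peak in both lines, again through the regions compared.

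Promoter shares in CK1750 DMSO, CK1750 UNC0638, Tnm2 DMSO and Tnm2 UNC0638 were 49.8%, 51.4%, 45.7% and 54.2% within 2.5 kb of a TSS, and 57.7%, 57.2%, 50.8% and 61.0% with scores of at least 100. Within 10 kb of the gene, 6, 5, 7 and 8 target genes had a peak in the same order of lists, and at scores of at least 100 the numbers were 5, 4, 6 and 2, lower with UNC0638 in both lines. Within 2.5 kb of a TSS and with scores of at least 100, 0 had one in Tnm2 with UNC0638. The percentile of the target genes reversed to 82.4 in CK1750 and 36.5 in Tnm2 with equal numbers of peaks, and to 37.6 in Tnm2 with 100 kb around the gene. It stayed within the middle 95% of random lists under each alternative.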

Other observations

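The tests of copies, of runs and of matched peak width were chosen before their results were seen, and those of width at similar scores and of tied scores after.

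High-scoring peaks lost in CK1750 often lay in repeated sequence. Of the 111 lost DMSO peaks with a score of 200 or more on the main chromosomes, 63 had a near-identical copy in the genome (56.8%, interval 47.5 to 65.6%), against 2.06% of 11652 kept peaks (interval 1.82 to 2.33%). Reads shared between near-identical copies may therefore account for part of these losses. In Tnm2 the shares were 1.06% of 662 lost peaks and 1.12% of 11224 kept peaks, which argues against the same explanation there. A change in copy number between cultures was not tested.

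Some high-scoring lost peaks of CK1750 were adjacent. The run with the highest summed score held 11 adjacent lost peaks on chromosome 6 at 47646449 to 47741216, with a median score of 312. Chance clustering of lost peaks was argued against in CK1750 by the summed score, which 0 of 1000 shuffles reached. A run of at least 11 lost peaks, the longest observed, appeared in 3 of 1000 shuffles. In Tnm2, 734 of 1000 shuffles had a run with as high a summed score and 936 had one as long, so the Tnm2 runs did not go beyond what shuffled lost peaks gave. The chromosome 6 block extends to 47773428 and spans 127 kb. It held 18 CK1750 DMSO peaks, 15 of them with a copy, and 16 were lost. In Tnm2 it held 14 DMSO peaks, of which 11 were lost. Another CK1750 run, of 11 lost peaks on chromosome 3 at 113244786 to 113375862, consisted of peaks with a copy. On chromosome Y, 13 of 15 CK1750 DMSO peaks were lost, and all 15 had a copy.

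Peaks were wider with UNC0638 in both lines as lists. A wider window or longer fragment in the peak calling of the UNC0638 lists would widen peaks matched one to one at each quartile of the DMSO score in both lines, and this was the test set beforehand. Matched peaks were wider in 4 of 4 quartiles in CK1750 and in 1 of 4 in Tnm2, where the median change reached -124 bp. The test as set was thus not met, because of Tnm2, while no value in CK1750 goes against the explanation. A weaker signal could also narrow matched peaks in Tnm2. A comparison made after the matched pairs had been seen went the other way: at similar scores, UNC0638 peaks were wider in 8 of 8 score classes over both lines, by at least 126 bp. Equal scores need not mean equal enrichment in different lists, so it decides nothing. The explanation stays open in both lines. The loss of narrow peaks accompanies the wider list in both lines. Lost DMSO peaks had a median width of 518 bp in CK1750 and 587 bp in Tnm2, and shared ones 992 and 1164.5 bp. Gained UNC0638 peaks were narrow as well, at 672 bp in CK1750 and 706 bp in Tnm2, against 1204 and 1091 bp for shared ones. The narrowest peaks were also wider with UNC0638, with a first percentile of 444 against 368 bp in CK1750 and 495 against 357 bp in Tnm2.

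Many peaks of a list had exactly tied scores. If the expected tag counts of the caller are whole multiples of a step, the scores fall on a fixed set of Poisson values. The step was sought on every other chromosome among 8000 values and counted on the remaining chromosomes. It was 0.7242 in CK1750 with DMSO, 0.9852 in Tnm2 with DMSO, and 1 in both UNC0638 lists. On the chromosomes set aside, 10.8%, 7.61%, 10.1% and 10.5% of peaks lay on the steps in CK1750 DMSO, Tnm2 DMSO, CK1750 UNC0638 and Tnm2 UNC0638. A typical step held 2.26%, 1.74%, 1.72% and 1.73%. The steps may reflect control tags scaled differently in the DMSO and UNC0638 lists, which would make scores near the cutoff differ in meaning between treatments. The control used is not stated, and no biological explanation was tested for this pattern.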
